# Genome-Wide Investigation of *MADS-Box* Genes in Flower Development and Environmental Acclimation of *Lumnitzera littorea* (Jack) Voigt

**DOI:** 10.3390/ijms26041680

**Published:** 2025-02-16

**Authors:** Linbi Zhang, Yuchen Yang, Ying Zhang, Fusun Yang

**Keywords:** transcription factor, endangered mangrove species, flower morphology, cold acclimation

## Abstract

*Lumnitzera littorea* (Jack) Voigt is an endangered mangrove species in China. Low fecundity and environmental pressure are supposed to be key factors limiting the population expansion of *L. littorea*. Transcription factors with the MADS-box domain are crucial regulators of plant flower development, reproduction, and stress response. In this study, we performed a comprehensive investigation into the features and functions of *MADS-box* genes of *L. littorea*. Sixty-three *LlMADS* genes with similar structure and motif composition were identified in the *L. littorea* genome, and these genes were unevenly distributed on the 11 chromosomes. Segmental duplication was suggested to make a main contribution to the expansion of the *LlMADS* gene family. Some *LIMADS* genes exhibited differential expression in different flower types or in response to cold stress. Overexpression of the B-class gene *LlMADS37* had substantial effects on the flower morphology and flowering time of transgenic *Arabidopsis* plants, demonstrating its key role in regulating flower morphogenesis and inflorescence. These findings largely enrich our understanding of the functional importance of *MADS-box* genes in the inflorescence and stress acclimation of *L. littorea* and provide valuable resources for future genetic research to improve the conservation of this species.

## 1. Introduction

*Lumnitzera littorea* (Jack) Voigt., a typical true mangrove species of family Combretaceae, is sparsely distributed in intertidal swamps of the Indo-West Pacific region, such as India, Sri Lanka, Indonesia, Malaysia, and China [1,2]. In terms of ecology, *L. littorea* plays an important role in carbon storage, coastal protection, and nutrient filtering [3,4,5]. Moreover, *L. littorea* also has high economic and medicinal value. The wood of *L. littorea* can be used as building material or fuel [6], and the leaves are rich in secondary metabolites with antibacterial, anti-inflammatory, and anticancer properties, such as alkaloids, steroids, triterpenoids, flavonoids, and ellagic acid, which can be used for therapy against bacterial infection, diabetes, and nerve injury [7,8,9,10,11,12]. However, in China, the population size of *L. littorea* is extremely small, and it has been listed in Category I of the National Key Protected Wild Plants [13,14]. One of the reasons for the small number of *L. littorea* is its low fecundity. Our previous study showed that the embryo abortion rate of *L. littorea* reaches up to 76%, which largely restricts the natural regeneration and dispersal of *L. littorea* [15]. Plant reproduction highly depends on correct programming of flower development [16,17]. For *L. littorea*, there are two types of flowers: the stigmas of ~60% of flowers stretch out of the buds before blooming, while the other 40% are covered by petals before flowering [18].

Plant flower development and inflorescence are under the regulation of a multitude of genes. Of them, transcription factors (TFs), in particular MADS-box TFs, play a crucial role in modulating the programming of flower development [19]. MADS-box TFs exist in most eukaryotes including plants, animals, and fungi [20]. All the TFs in this family contain a conserved DNA-binding motif (CArG-box (CC(A/T)_6_GG) with an NAA extension), and they are named after four of the founding members: MINICHROMOSOME MAINTENANCE FACTOR1 (MCM1) from *Saccharomyces cerevisiae*, AGAMOUS (AG) from *Arabidopsis thaliana*, DEFICIENS (DEF) from *Antirrhinum majus*, and SERUM RESPONSE FACTOR (SRF) from *Homo sapiens* [16,21,22,23]. *MADS-box* genes are categorized into two distinct clades according to the conserved domains they have: Type I/M-type *MADS-box* genes that consist of an SRF-like domain and Type II/MIKC-type *MADS-box* genes that contain an MEF2-like MADS domain, an intervening domain, a keratin-like domain (K-box), and a highly variable C-terminal region [24,25,26]. Type I *MADS-box* genes are further divided into three subgroups, Mα, Mβ, and Mγ [27], and Type II genes can be divided into two major subgroups, MIKC* and MIKCC, depending on the structures of intervening and K-box domains [28].

*MADS-box* genes have been reported to play essential roles in plant growth and development, such as floral organogenesis and seed development [29]. Some MADS-box TFs are involved in the modulation of the ABCDE model for the formation and development of floral organs. The TFs of class A coordinate the specification of sepals and petals, and those of class B, C, and E are required for stamen specification [24,30,31,32]. Changes in these genes and their product proteins will lead to developmental defects in floral organs [33,34]. In *Arabidopsis*, the class A gene *AP1* mediates the suppression of bracts during flower development, and mutations in *AP1* lead to a phenotypic transformation from whorl organs into bract-like structures [35,36]. In another instance, loss of function of *SEPALLATA* (*SEP*) genes, *SEP1*, *2*, and *3*, in *Arabidopsis* resulted in a conversion of all other flower organs into sepals [37]. In our previous study, we investigated the role of *MADS-box* genes that were identified in *L. littorea* using *de novo* assembled transcriptome data, and these genes exhibited differential expression between the two types of flowers (stigmas covered by petals or not before flowering), indicating that *MADS-box* genes play an important role in regulating flower development in *L. littorea* [18]. However, transcriptome assembly represents the genes currently being expressed, thus leading to an underestimation of the *MADS-box* genes in *L. littorea*. An identification and characterization of the *MADS-box* genes with the help of whole-genome sequencing would present a more comprehensive picture of their features and biological functions in the inflorescence and flower development of *L. littorea*.

In addition, *MADS-box* genes have been reported to be involved in the abiotic stress response [38,39]. In rice (*Oryza sativa* Indica), seven *MADS-box* genes display varying expression levels when exposed to cold, salt, and/or drought stress, with three of them being downregulated in response to dehydration and salt stress [40]. In another instance, *MADS-box* genes in barley (*Hordeum vulgare*) were also reported to be involved in stress responses, including salt and waterlogging stress [39]. *L. littorea* lives in a harsh environment with high salt content, tidal flooding, and hypoxia, and its growth, development and reproduction are sensitive to environmental fluctuations [41,42,43]. For example, in 2008, *L. littorea* trees in Hainan Dongzhai Harbor were all frozen to death due to the extremely low temperature. Our previous study revealed that genes associated with cold sensing and stress responses were substantially upregulated in leaves of *L. littorea* seedlings to cope with exposure to cold stress [43]. However, none of the current studies pay attention to the role of *MADS-box* genes in stress responses in *L. littorea;* thus, an investigation on the expression changes of *MADS-box* genes upon exposure to stress conditions may provide new insights into the regulatory mechanisms underlying the acclimation of *L. littorea* to environmental alterations.

In this study, 63 *MADS-box* genes were identified in the genome of *L. littorea*. The expression profiles of these genes were then characterized, and the key *MADS-box* genes associated with the flower development and stress responses of *L. littorea* were identified. Overexpression of one *MADS-box* gene, *LlMADS37*, in transgenic Arabidopsis further confirmed its biological importance in flower morphogenesis and flowering time. Our findings provide a research basis for future in-depth investigations on the molecular function of *MADS-box* genes of *L. littorea*.

## 2. Results

### 2.1. Identification of MADS-Box Genes in L. littorea

In the genome of *L. littorea*, a total of 71 genes were identified with the MADS-box domain. Of them, eight genes were supposed to give rise to truncated product proteins with only a small number of amino acids, indicative of the appearance of premature termination codons or alignment errors; thus, these genes were excluded from downstream analysis. The retained 63 *MADS-box* genes (denoted as *LIMADS* genes hereafter) were then renamed according to their positions on the chromosome. The length of protein sequences encoded by these *LlMADS* genes ranged from 103 (*LlMADS34*) to 412 (*LlMADS63*) amino acids, where 41 product proteins (accounting for 63.49%) consist of 200–300 amino acids (see Table S1 for details). The molecular weight (MW) of these LlMADS proteins ranged from 12.11 KDa to 46.65 KDa, and the isoelectric point (pI) was 4.26–10.63; 44 proteins (accounting for 69.84%) had a pI greater than 7.

### 2.2. Classification and Phylogenetic Analysis

*LlMADS* genes were also clustered into two clades, Type I (31 genes) and Type II (32 genes), according to the sequence and domain similarities to the homologs of *Arabidopsis*. Phylogenetic analysis of Type I of *LlMADS* and *Arabidopsis MADS-box* genes further identified three subclades, Mα, Mβ, and Mγ, which consist of 14, 6, and 11 members, respectively (Figure 1A). Type II *LlMADS* genes, except *LlMADS62*, fell into two subclades, MIKCC (28 members) and MIKC* (4 members), where MIKCC-type proteins were further divided into 12 subgroups, BS, SVP, SQUA (AP1/FUL, class A), AP3/PI (class B), AG/STK (class C and D), SEP (class E), SOC1, FLC, AGL6, AGL12, AGL15, and ANR1/AGL17 (Figure 1B). The SEP subgroup contained the maximum number of genes (five), followed by SVP (four) and the others (one to three members). *LlMADS62* gene alone formed a cluster at the base of the phylogenetic tree without any homologous detected in *Arabidopsis*, indicating its relatively early origin in the gene family and different evolutionary history.

### 2.3. Chromosomal Locations and Collinearity Analysis

The locations of the 63 *LlMADS* genes on *L. littorea* chromosomes are shown in Figure 2A. The results revealed an uneven distribution of *LlMADS* genes on the 11 chromosomes; chr11 consists of the largest number of *LlMADS* genes (19), while no *LlMADS* gene was detected on chr7. Interestingly, 14 out of the 19 *LlMADS* genes on chr11 were from the Type I clade, while the other 5 were from the ABCDE model and SVP subfamilies of the Type II clade. Other chromosomes contained 2–8 *LlMADS* genes.

Gene duplication relationships among *LlMADS* genes were inferred by collinearity analysis. Ten linear pairs of fifteen *LlMADS* genes were identified in *L. littorea* (Figure 2B). It is worth noting that none of the collinearity events occurred on the same chromosome, highlighting the roles of chromosome segment duplications in the expansion of the *MADS-box* gene family in *L. littorea*.

### 2.4. Conserved Motif and Gene Structure Analysis

A total of ten conserved motifs were found in LlMADS proteins (Figure 3A). Each LlMADS protein contained one to eight motifs. Motif1, 3, and 5 were the most common domains that were shared by most LlMADS proteins at the N-terminus regions. In contrast, Motif 7, which is a K-box domain, was only found in Type II LlMADS proteins. In contrast to conserved N-terminus regions, C-terminus regions of LlMADS proteins were of relatively high variability.

Changes in exon/intron numbers are important for genes and can lead to different splicing variants and protein products. For *LlMADS* genes, the number of introns ranged from zero to twelve (Figure 3B). Moreover, intron numbers and sizes were substantially different between Type I and Type II *LlMADS* genes. The majority of Type I genes contained either one or no introns, while Type II genes had multiple and larger introns, especially *LlMADS27* and *LlMADS33*, which had extremely longer introns compared to the others.

### 2.5. Cis-Regulatory Element Prediction

Sixty *cis*-regulatory elements were identified in promoter regions of *LIMADS* genes and classified into four classes according to their regulatory functions, including light-responsive, plant growth and development, biotic and abiotic stress, and plant hormone-responsive elements (Figure 4). Plant growth and development-related elements were of the highest abundance, which account for 45% of all elements, followed by light-responsive elements (31%), phytohormone-responsive elements (14%), and biotic and abiotic stress-responsive elements (10%). Eleven members were detected in the phytohormone-responsive class, which are associated with the response to auxin (AuxRR-core, AuxRE, and TGA-element), methyl jasmonate (MeJA) (CGTCA motif and TGACG motif), salicylic acid (SA) (TCA-element and SARE), abscisic acid (ABA) (ABRE), and gibberellin (GA) (TATC-box, P-box and GARE motif). Among them, ABRE elements, CGTCA motif, and TGACG motif were the most prevalent in *LlMADS* genes, existing in 47, 42, and 43 *LlMADS* genes, respectively. These indicated that the majority of *LlMADS* genes may be under the regulation of ABA and MeJA. In the class of biotic and abiotic stress-responsive elements, ARE was present with the highest frequency; a total of 138 AREs were identified in 86% of the *LlMADS* genes (54/63).

### 2.6. Expression Profiles of LlMADS Genes Involved in Flower Development

The expression profiles of *LlMADS* genes in two types of *L. littorea* flowers were characterized using transcriptome data. Two Type I genes, *LlMADS36* and *41*, and three MIKCC-type genes, *LlMADS14*, *19*, and *51*, were found to be substantially more expressed in the flowers whose stigmas are not covered by petals before blooming (PN) than those with stigmas covered by petals (PC), whereas seven genes (*LlMADS2*, *3*, *11*, *18*, *24*, *25*, and *37*) were overexpressed in PC (Figure 5A). These are largely consistent with our previous qRT-PCR results [18]. Moreover, the weighted gene co-expression network analysis (WGCNA) based on the transcriptome data revealed that *LlMADS11*, *18*, *25*, and *37* were positively correlated with the phenotype of PC (Table S3). Of them, *LlMADS37* showed the highest correlation, implying its important role in regulating the flower morphology of *L. littorea*. In contrast, *LlMADS19* and *36* were significantly positively related to PN (Table S4). We further investigated their expression in different parts of *L. littorea* flowers. Compared to the whole flower, *LlMADS2*, *14*, and *51* exhibited significantly higher expression, while *LlMADS3*, *18*, and *19* were expressed at relatively low levels (Figure 5B). Genes *LlMADS14* and *36* were overexpressed in the stamen, and *LlMADS2*, *14*, *41*, and *51* were highly expressed in the pistil.

*LlMADS37* overexpression transgenic lines of *Arabidopsis* (*OX-LlMADS37*) were established to investigate the functions of *LlMADS37* in floral morphogenesis (Figure S1). Three *OX-LlMADS37* T3 transgenic lines with confirmed high expression of *LlMADS37* and morphological change were selected for the experiments (Figure 5C,D). All three *OX-LlMADS37* lines exhibited abnormal flower morphology, including asymmetric petals, incomplete stamens, and heterotopic filaments (Figure 5C). Moreover, compared to the wild type (WT), the *OX-LlMADS37* transgenic lines displayed earlier flowering by approximately 2–3 days (Figure 5E), highlighting their key functional role in regulating the normal florescence of plants.

### 2.7. Expression Profiles of LlMADS Genes Under Cold and Salt Stress

When subjected to cold treatment, three Type I *LlMADS* genes (*LlMADS8*, *52*, and *55*) and one Type II gene (*LlMADS39*) were significantly upregulated in *L. littorea* seedlings (Figure 6A), which may be associated with the responses of *L. littorea* to low ambient temperature. Of them, *LlMADS39* was further confirmed by WGCNA to play a positive role in responding to c stress (correlation coefficient = 0.95). *LlMADS39* belonged to the module “green”, and the genes in this module were significantly enriched in peroxidase activity, oxidative stress response, DNA repair, and the metabolic processes of carboxylic acid and nitrogen compounds (Figure S1). In contrast, *LlMADS59* of Type II was downregulated (Figure 6A). When exposed to salt stress, no *LlMADS* genes showed significantly differential expression (Figure 6B), suggesting a weak association between *MADS-box* genes and hyper-salinity responses in *L. littorea*.

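*L. littorea* seedlings were kept in fresh water (CK) or in 400 mM NaCl (salt stress) for 3 days, and leaf RNA was sequenced on an Illumina NovaSeq platform, giving 3 CK and 3 salt stress libraries. The paper states that RNA was extracted from each treated individual with an EASYspin kit, while the sample records name a GeneJET kit. The authors aligned the cleaned reads to the *L. littorea* genome with HISAT2, counted the reads on each gene model with featureCounts, and deposited the counts without normalization. The paper's text does not name the strand, multi-mapping and read-pair settings of the counting, so counts of near-identical gene copies are uncertain. The counts summed to 18603224, 16273192 and 19433684 in CK replicates 1, 2 and 3, and to 19456211, 16403150 and 17024444 in salt stress replicates 1, 2 and 3. The 10 most abundant genes took between 4.64% and 4.76% of the counts in the CK libraries and between 7.35% and 7.81% in the salt stress libraries. The library sizes were scaled by TMM factors, which allow for such a difference in composition and lay between 1.06 and 1.07 in CK and between 0.934 and 0.946 in salt stress. The names of the gene models hold 2 numbers, taken here as the scaffold and the place of the gene along it. Of 26139 gene models, 21789 had at least 1 count, and the 18073 that passed edgeR's low-count filter were tested. Salt stress was compared with CK by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. A gene was counted as differentially expressed when its absolute log2 fold change exceeded 1 and its adjusted p was under 0.05, the thresholds in the paper's methods. The libraries of a group differed from each other by more than counting noise, with a chi-square per degree of freedom between 1.67 and 3.99, so none was treated as a repeat of another. That each library is a separate seedling is read from the paper's wording, RNA from each treated individual, not from this test. The paper gives a number of biological replicates for the treatment group and none for CK. Their spread was narrow, with a common biological coefficient of variation of 3.6%.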

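Across the transcriptome, 3482 of the 18073 tested genes (19.3%) passed the thresholds, 2195 of them higher and 1287 lower in salt stress than in CK. Scaling by total counts alone moved the split most, to 1856 higher and 1816 lower genes. The adjusted p alone was under 0.05 for 13083 genes (72.4%). Of the 63 *LlMADS* genes, 10 had enough counts to be tested, and 0 of them passed the thresholds in edgeR, in DESeq2 or in limma voom. At an unadjusted p under 0.05, edgeR found 7 of the 10 genes, and the same number had an adjusted p under 0.05, over all genes tested and adjusted over the list alone. Their share of 70% is close to the 72.4% of all tested genes with such an adjusted p. The 7 genes showed no overlap between the 3 CK and the 3 salt stress libraries, which chance gives for 10% of genes. Both results rest on the same counts, so the separation adds little to the test. Changes were higher in salt stress for 5 of the 7 genes and lower for 2.

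*LlMADS12* (gene model 597 on scaffold 7, chromosome 3) was the most abundant of the family, with 76.9 ± 0.752 CPM (TMM-normalized counts relative to library size) in CK (SD, n = 3) and 129 ± 2.15 CPM in salt stress (SD, n = 3). Its log2 fold change was 0.75 (standard error 0.040), a 1.68-fold increase, with an adjusted p of 4.72e-20 from edgeR's quasi-likelihood test. *LlMADS2* (gene model 514 on scaffold 64453, chromosome 1) rose from 19.5 ± 1.26 to 32.3 ± 1.28 CPM (SD, n = 3 each), a log2 fold change of 0.73 (standard error 0.072, edgeR adjusted p = 8.11e-12). *LlMADS11* (gene model 87 on scaffold 7, chromosome 3) had a log2 fold change of 0.72 (standard error 0.14, edgeR adjusted p = 1.07e-05). *LlMADS59* (gene model 1246 on scaffold 3, chromosome 12) rose less, from 40.5 ± 1.94 to 50.6 ± 1.99 CPM (SD, n = 3 each), with a log2 fold change of 0.33 and an edgeR adjusted p of 3.28e-06. *LlMADS19* (gene model 82 on scaffold 57, chromosome 4) had a log2 fold change of 0.41 (standard error 0.15, edgeR adjusted p = 0.0138), and its adjusted p was 0.0747 in DESeq2 and 0.158 with total counts alone. Without CK replicate 3 it was 0.0691 in edgeR. *LlMADS61* (gene model 185 on scaffold 42, chromosome 12) fell from 8.22 ± 0.478 to 5.35 ± 0.679 CPM (SD, n = 3 each), a log2 fold change of -0.61 (standard error 0.13, edgeR adjusted p = 8.66e-05). *LlMADS62* (gene model 19 on scaffold 64485, chromosome 12) fell from 33.4 ± 1.37 to 24.3 ± 0.97 CPM (SD, n = 3 each), a log2 fold change of -0.46 (standard error 0.068, edgeR adjusted p = 1.53e-07). *LlMADS35* (gene model 131 on scaffold 81, chromosome 9) did not differ beyond the spread of the replicates, at 25.8 ± 0.935 CPM in CK and 25.9 ± 1.94 CPM in salt stress (SD, n = 3 each), with an edgeR adjusted p of 0.924. With total counts alone its log2 fold change was -0.17 (edgeR adjusted p = 0.0326), close to the median of all genes under that scaling, -0.18. If a coefficient of variation of 0.2 was assumed for every gene in place of the measured spread, 3 of the 10 genes had an adjusted p under 0.05.

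**Figure D1:**
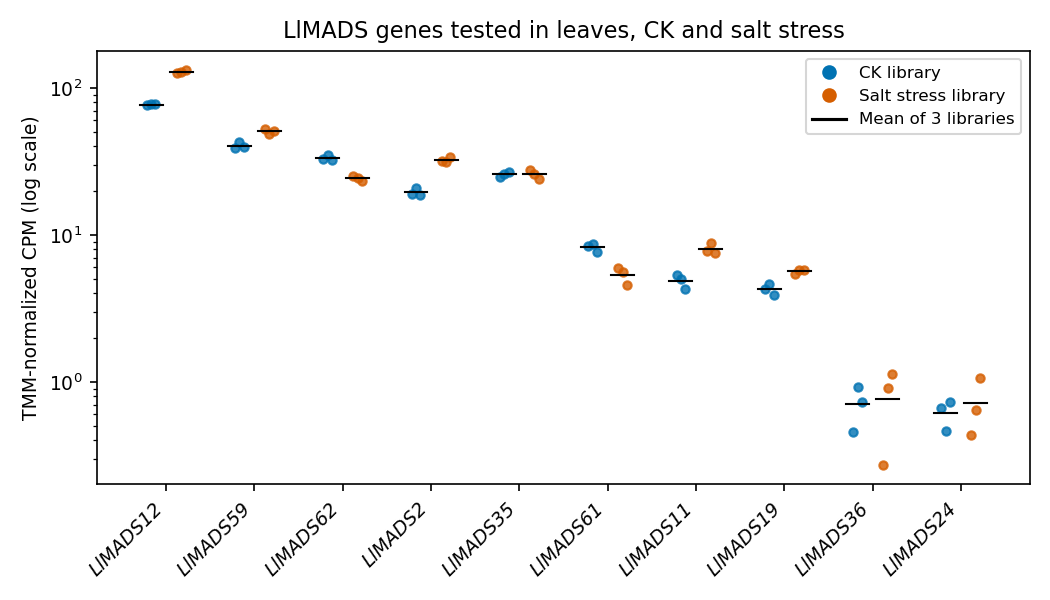
TMM-normalized CPM (log axis) of the 10 tested *LlMADS* genes in each CK and salt stress library, ordered by mean CPM, with points for libraries and lines for means of 3. The libraries of *LlMADS12* lie apart between the groups, at means of 76.9 and 129 CPM, while those of *LlMADS35* overlap at 25.8 and 25.9 CPM.

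The 95% interval of the log2 fold change lay within a 2-fold change in either direction for 9 of the 10 genes. The exception was *LlMADS24* (chosen here after its values were seen), with an upper bound of 1.01 from 71 counts in all. The number was 6, of 11 genes tested, without salt stress replicate 1. In DESeq2 it was 7, of 42 genes tested, and the intervals of *LlMADS11* and *LlMADS36* also crossed a 2-fold change. With an assumed coefficient of variation of 0.2 or 0.4 for every gene it was 5 or 1 of the 10 genes. The median log2 fold change of the tested genes was 0.25, against 0.44 without salt stress replicate 1 and 0.08 with total counts alone, and with TMM as a set they did not shift against the other tested genes in camera (p = 0.272 with the preset correlation and 0.407 with the correlation estimated). By fry, which tests the set alone, p was 0.000534. Against the 19.3% of all tested genes past the thresholds, 0 of 10 gives p = 0.226 in a two-sided Fisher's exact test, and since 0 is the lowest count possible, a list of 10 genes could not have shown a lower share. *LlMADS52* (gene model 494 on scaffold 2, chromosome 11) was below the low-count filter, with 4, 2 and 4 counts in the CK libraries and 7, 8 and 9 in the salt stress libraries. Without the filter it passed the thresholds in edgeR (log2 fold change 1.44, adjusted p = 0.0413), but not in DESeq2 (1.5, adjusted p = 0.105). Adjusted over the *LlMADS* genes alone, it did not pass in edgeR either. Of the 32 detected genes below the filter, only this 1 had an unadjusted edgeR p under 0.05. *LlMADS52* lies beside *LlMADS53*, *LlMADS54* and *LlMADS55* in the gene order, so that reads shared between these copies are uncertain. None of the other detected genes below the filter had an adjusted p under 0.05 without it, in edgeR or in DESeq2. From the absence of differentially expressed *LlMADS* genes, the paper proposes that *MADS-box* genes are only weakly associated with the hyper-salinity response.

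**Figure D2:**
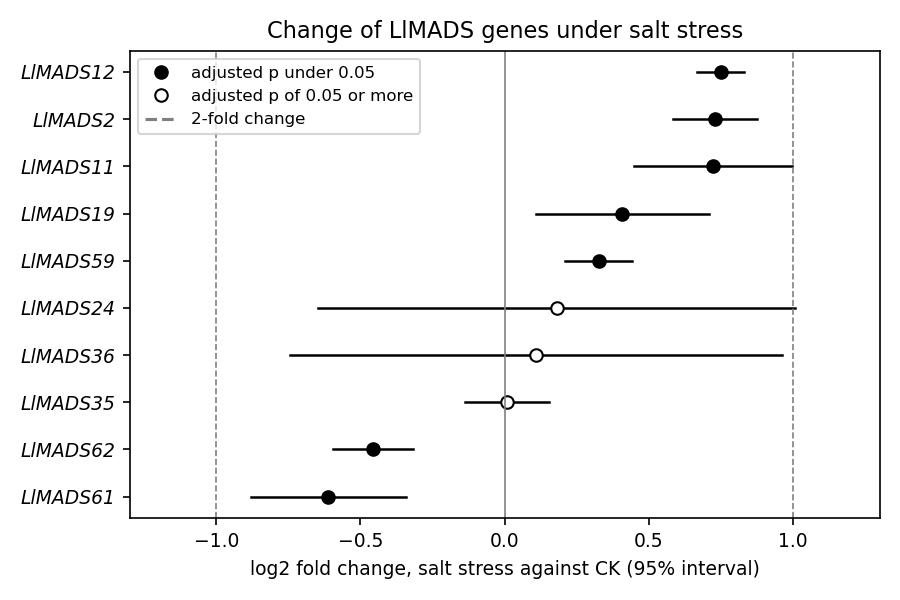
Log2 fold change, salt stress against CK, of the 10 tested *LlMADS* genes with 95% intervals. Filled points have an edgeR adjusted p under 0.05 and dashed lines mark a 2-fold change. All point estimates lie between -0.61 and 0.75.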

## 3. Discussion

*L. littorea* is a rare mangrove species in China, with only few wild individuals in Sanya Tielu harbor and Lingshui Dadun village of Hainan Island. A comprehensive understanding of the molecular mechanisms underlying the reproductive and environmental acclimation of *L. littorea* can aid in its conservation and restoration. MADS-box TFs have been reported to play key roles in regulating the expression of genes related to growth, development, reproduction, and responses to abiotic stresses of plants, such as rice [44], bread wheat (*Triticum aestivum*) [45], potato (*Solanum tuberosum*) [46], *A. thaliana* [24,27], and mangrove species *Rhizophora apiculata* and *Kandelia obovata* [47]. In this study, we identified 63 *MADS-box* genes in *L. littorea*, which is similar to *R. apiculata* (65 genes) [47], but much less than some terrestrial plants, such as *A. thaliana* (107 genes), *S. lycopersicum* (131 genes) [48], and *P. trichocarpa* (105 genes) [49]. Both tandem and segmental duplication in the genome can contribute to the emergence of new members of a gene family [50]. In *L. littorea*, 10 segmental duplication events involving 15 *LIMADS* genes were identified; on the contrary, no tandem duplication was detected (Figure 2B), indicative of the major role of segmental duplication in the expansion of the *MADS-box* gene family in *L. littorea*. Generally, the emergence of novel gene members provides plants with raw materials for the potential development of new gene functions, and thus is important for plants’ genetic innovation and evolution [51]. However, mangroves have been found to evolve with a significant loss of genes, especially in gene families with large members [52]. Such a reduction in gene number may help mangrove plants to stabilize their gene regulatory network and improve their adaptive capacities to harsh intertidal environments.

Similar to other plants, MADS-box TFs in *L. littorea* are also classified into two major clusters, Type I (M-type) and Type II (MIKC-type), according to the conserved domains they have [53]. Type II genes are further divided into 13 subgroups. Of them, model B (*AP3*/*PI*) genes have been reported to play important roles in petal and stamen formation [54]. In *L. littorea*, all three class B genes (*LlMADS11*, *LlMADS37*, and *LlMADS63*) belong to the AP3 lineage, and no PI genes were observed (Figure 1). *AP3* and *PI* genes are mainly different in their sequences at the C-terminal [55,56]. Figure 7 summarizes the *LlMADS* genes that are highly expressed in the main parts of *L. littorea* flowers. Overexpression of *LlMADS37* in *Arabidopsis* transgenic lines further confirmed that transcriptional changes in *LlMADS* genes have substantially negative impacts on flower morphology, including asymmetric petals, incomplete stamens, and heterotopic filaments (Figure 5C), demonstrating their key role in modulating petal and stamen development. Similarly, heterologous overexpression of *AP3* of *Areca catechu* led to an increase in the number of flower petals of *Arabidopsis* plants [57], while overexpression of *AP3* in soybean resulted in flag petals with a more compact and denser diameter than those in the wild type [58]. Moreover, compared to WT, overexpression of *LlMADS37* also induced earlier flowering of *Arabidopsis* plants by approximately 2–3 days (Figure 5E). Together, our findings highlighted the key functions of model B genes in regulating the reproductive process of *L. littorea*.

The specific binding of TFs and CREs in gene promoter regions plays an important role in the regulation of gene transcription [59]. In this study, we identified a large number of CREs associated with plant growth and hormone responses in the promoter region of the *LIMADS* genes (Figure 4). Almost all the *LIMADS* genes, except for *LIMADS17*, contain one to eight hormone-related elements, which indicated that the expression of *LIMADS* genes is largely under the regulation of phytohormones. Of them, ABRE is of the highest abundance (present in 86% of *LIMADS* genes), followed by CGTCA and TGACG motifs (Figure 4). ABRE plays a vital role in activating ABA signaling, while the CGTCA motif and TGACG motif are related to MeJA responsiveness [60,61]. Both ABA and JAs have been reported to possess important biological significance for plant flower development and inflorescence [62,63]. In *Arabidopsis*, ABA was supposed to be involved in photoperiodic response, and deficiency in ABA biosynthesis caused late flowering [62]. Similarly, Negin et al. [64] also showed that inhibition of ABA signaling led to early flowering and smaller flowers in *Arabidopsis*. In rice, JA was shown to participate in the development of rice spikelet via regulating the expression of three *MADS-box* genes of model E genes [63]. Different from *LlMADS11* and *63*, *LlMADS37* was found to be under the regulation of SA and GA as well (Figure 4). In *Arabidopsis*, GA triggers the degradation of DELLA protein, which activates the formation of petals and stamens [65]. It explains our observation that overexpression of *LlMADS37* substantially altered the morphogenesis of petals and stamens in transgenic *Arabidopsis* plants (Figure 5C). These identified CREs provide putative target sites for future bioengineering-based fine-tuning of the expression strength of the *LIMADS* genes of interest. Compared to directly editing gene exons, sequence modification in promoter regions can improve or repress the expression of product protein without changing its structure and function [66]. Thus, the findings of this study broaden our knowledge about the genomic background underlying the inflorescence and flower development of *L. littorea*, which can further facilitate artificial design of the relevant regulatory elements for the genetic improvement of *L. littorea* plants with high prolificacy.

Compared to Type II genes, our knowledge on the functions of Type I *MADS-box* genes is limited [67]. Several studies in *Arabidopsis* indicated that Type I genes participate in plant growth and reproduction, particularly in female gametophyte, embryo, and endosperm development [68,69]. Here, we found that one Type I gene (*LlMADS24*) was overexpressed in *L. littorea* flowers with stigma covered by petals (PC), while another two Type I genes (*LlMADS36* and *41*) were highly expressed in the flowers with uncovered stigma (PN). This suggests that Type I *LlMADS* genes also participate in the modulation of flower morphogenesis in *L. littorea*. Unlike most *LlMADS* genes, *LlMADS41* only consists of one SA-related CRE, and the promoter region of *LlMADS24* contains CREs associated with auxin and GA, indicative of special phytohormone regulation modes for the expression of these Type I genes. Moreover, three Type I genes (*LlMADS8*, *52*, and *55*) were significantly upregulated in leaves of *L. littorea* seedlings when exposed to cold stress (Figure 6A). These results provide new insights into the functions of Type I *MADS-box* genes in plant flower development and stress responses.

## 4. Materials and Methods

### 4.1. Identification of LlMADS Genes, Chromosomal Location, and Phylogenetic, Gene Structure, and Conserved Motif Analysis, as Well as Cis-Regulatory Element Prediction

Whole-genome sequences of *L. littorea* were obtained from the National Center for Biotechnology Information (NCBI) with the accession number GCA_024138015.1 [70], and MADS-box protein sequences of *Arabidopsis* were downloaded from the EnsemblPlants database (http://plants.ensembl.org/index.html/ (accessed on 28 June 2019)). Hidden Markov Model (HMM) libraries of the MADS domain (PF00319) and K domain (PF01486) were downloaded from the Pfam database (http://pfam.xfam.org/ (accessed on 3 February 2020)). HMMER3.0 was utilized to search for potential *MADS-box* genes in *L. littorea* with an e-value cutoff of 0.01 [71]. Physical locations, structures, and collinearity relationships of *LlMADS* genes were inferred using TBtools software (v2.154) [72]. Amino acid length, MW, and pI were assessed for the putative product proteins of each *LIMADS* gene of *L. littorea* using ExPASy Serve (http://www.expasy.org/ (accessed on 2 August 2024)). *LIMADS* genes were grouped into two clades, Type I and Type II, according to their similarities in amino acid sequences to *Arabidopsis*. For each clade, the phylogenetic relationships among the genes were inferred by a neighbor-joining (NJ) algorithm in MEGA v7.0 software [73] with a bootstrap analysis of 1000 replicates. The phylogenetic trees were visualized using the iTOL website (https://itol.embl.de/ (accessed on 15 August 2024)) [74]. Conserved motifs were predicted in each *LIMADS* gene using the MEME suite (https://meme-suite.org/meme/ (accessed on 18 August 2024)) with the number of motifs set to 10, and putative cis-regulatory elements in their promoter regions (2000 bp upstream the transcription start site) were scanned using the online web server PlantCARE (https://bioinformatics.psb.ugent.be/webtools/plantcare/html/ (accessed on 10 September 2024)) and visualized by TBtools software (v2.154).

### 4.2. Expression Characterization of LlMADS Genes in L. littorea Flowers and Functional Validation

Transcriptome data of two types of flowers of *L. littorea* (NCBI accession number: SRP127706) were employed to investigate the role of *LlMADS* genes during florescence of *L. littorea*. Differential expression analysis was performed between PC- and PN-type flowers using the DESeq2 package (v1.46.0) [75], where the genes with log_2_(fold-change) > 1 and adjusted *p*-value < 0.05 were considered upregulated upon stress exposure compared to CK, while those with log_2_(fold-change) < −1 and adjusted *p*-value < 0.05 were considered to be downregulated. WGCNA was then conducted to investigate the correlation of differentially expressed *LlMADS* genes to PC and PN phenotypes via the R package WGCNA (v1.72.1) [76]. Quantitative real-time PCR (qRT-PCR) was employed to assess the expression profiles of *LlMADS* genes across tissues. Samples of six tissues, including bud, perianth, stamen, pistil, seed, and leaf, were collected from three healthy *L. littorea* trees (biological replicates) in Tielu Bay, Sanya, Hainan, China (18°15′–18°17′ N, 109°42′–109°44′ E), immediately frozen with liquid nitrogen, and stored at −80 °C. Total RNA was extracted from each sample using the EASYspin Plus Plant RNA Kit (Aidlab, Beijing, China) following the manufacturer’s protocol, and cDNA was synthesized with the HiScript II 1st Strand cDNA Synthesis Kit (Vazyme, Nanjing, China). Gene-specific primers used for qRT-PCR were designed using Primer Premier 5.0 [77] (Table S2). RT-qPCR was conducted using SYBR^TM^ Select Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) in a 20 μL reaction system, which contained 10 μL 2× qPCRmix, 0.2 μL forward primer, 0.2 μL reverse primer, 2 μL cDNA, and 7.6 μL double-distilled water. The reaction was carried out as follows in the StepOnePlus^TM^ Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA): 95 °C for 30 s, 30 cycles of 95 °C for 15 s, 60 °C for 15 s and 72 °C for 15 s, 95 °C for 30 s, 65 °C for 30 s, and 95 °C for 30 s. Each sample was run in three technical replicates. The *U6* gene was used as the internal reference for qRT-PCR. The expression levels were calculated using the 2^−△△Ct^ method and significance analyses were performed using GraphPad Prism 9 (GraphPad Software, Boston, MA, USA).

Transgenic lines of *A. thaliana* were generated to validate the function of *LlMADS37*, which displayed the highest correlation to the phenotype of PC compared to other differentially expressed *LlMADS* genes. Briefly, the full-length coding sequences (CDSs) of *LlMADS37* were amplified by PCR with the specific primers listed in Table S2, cloned into the pBinGlyRed vector, and then transferred into *A. thaliana* using the floral dip method via Agrobacterium tumefaciens GV3101. The seeds of the positive transgenic plants were screened on the MS agar medium containing 20 mg/L Hygromycin after vernalization, and the seedlings were transplanted into the soil. The seeds and seedings of *A. thaliana* were cultivated in a greenhouse with 22 °C, 40–50% humidity, and 16 h light/8 h darkness. The genomic DNA for each plant was extracted using Takara DNAiso Reagent (Kusatsu, Shiga, Japan), and the target gene was detected with PCR. Homozygote T3 generation plants, which are 100% resistant to hygromycin, were used for phenotype analysis. The qRT-PCR method was used to evaluate the expression level of *LlMADS37* in *OX-LlMADS37 A. thaliana* lines. The *U6* gene of *A. thaliana* (*AT5G51170*) was used as the internal reference for expression normalization. The Wilcoxon test was employed to examine the statistical significance for the difference in *LlMADS37* expression and the period from germination to flowering between WT and each *OX-LlMADS37* transgenic line.

### 4.3. Comparative Transcriptome Analysis of LlMADS Gene in Leaves in Response to Salt and Cold Stresses

To investigate the functions of *LlMADS* genes in responding to abiotic stress, comparative transcriptome analyses were performed to assess their changes in expression levels under salinity and cold stress. In particular, two groups of one-year-old *L. littorea* seedlings with similar growth conditions were selected and treated with fresh water (CK) and 400 mmol·L^−1^ NaCl (salt stress), respectively, for 3 days. Total RNA was extracted from leaves of each treated individual using an EASYspin Plus Complex Plant RNA Kit (Aidlab Biotechnologies Co., Ltd., Beijing, China). For the treatment group, three biological replicates were employed. The transcriptome of each sample was sequenced on an Illumina Novaseq 6000 platform (Illumina Inc., San Diego, CA, USA). For cold stress, the transcriptome data from our previous study (NCBI accession number: SRP352309) were reused for the analysis. For each sample, the quality of raw sequencing reads was evaluated using FastQC (v0.11.9), and data cleaning was carried out following the procedures described in our previous studies [43]. The high-quality reads were aligned to the reference genome of *L. littorea* [70] using HISTA2 (v2.2.1) [78], and gene expression levels were quantified by the abundance of reads aligned to the genes using featureCounts of the Subread software (v2.0.2) [79]. For both stress scenarios, differential expression analysis was performed between the stress condition and CK, as described above. For the cold stress condition, WGCNA was conducted to investigate the role of *LlMADS* genes in gene co-expression networks, and the functional importance of genes in the modules of interest was then assessed by Gene Ontology (GO) enrichment analysis using the clusterProfiler package (v4.6.0) [80] with a *p*-value cutoff of 0.05.

## 5. Conclusions

In this study, we identified 63 *MADS-box* genes in the genome of *L. littorea* and comprehensively characterized their features, including genomic locations, gene and protein structures, phylogenetic relationships, origin, and CREs. Comparative expression analysis and transgenic experiments further showed that some *LlMADS* genes are associated with flower morphogenesis and the response to cold stress in *L. littorea*. These findings highlight the biological importance of *MADS-box* genes in regulating the reproduction and stress acclimation of *L. littorea* and provide putative targets for future genetic improvement of the prolificacy of *L. littorea* to protect and restore this endangered mangrove species.

## Figures and Tables

**Figure 1:**
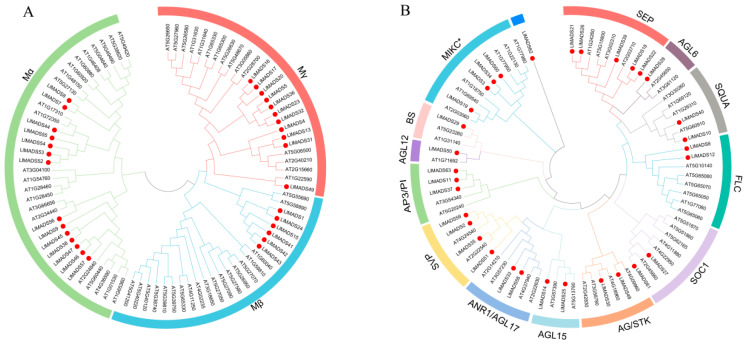
Phylogenetic trees of *MADS-box* genes of *L. littorea* and *Arabidopsis*. (**A**) Phylogenetic tree of Type I *MADS-box* genes of *L. littorea* and *Arabidopsis*. The three subgroups Mα, Mβ and Mγ are marked with different colors. (**B**) Phylogenetic tree of Type II *MADS-box* genes of *L. littorea* and *Arabidopsis*. The 14 subgroups of Type II *MADS-box* genes are marked with different colors. For both panels, *MADS-box* genes of *L. littorea* are highlighted by red circles.

**Figure 2:**
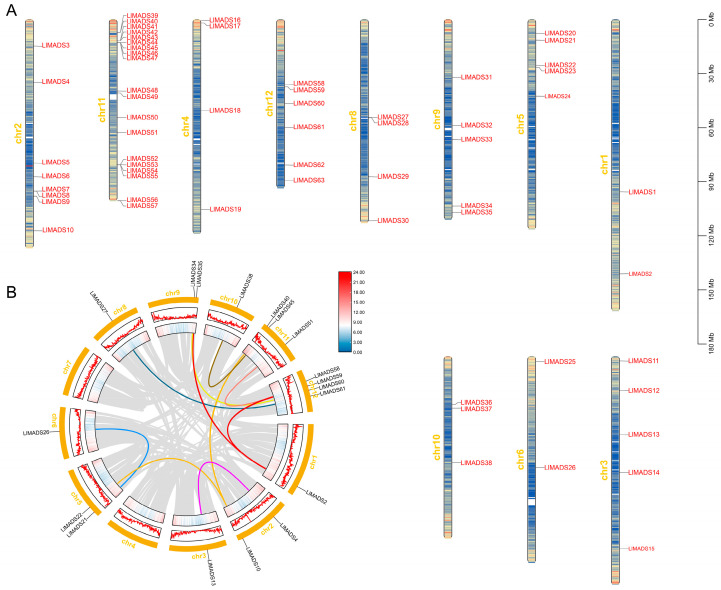
Chromosomal locations and collinear relation of *LlMADS* genes. (**A**) Locations of 63 *LlMADS* genes on the 11 *L. littorea* chromosomes. (**B**) Collinear relation of 63 *LlMADS* genes Gray lines represented all co-localized blocks in *L. littorea* genome, and those related to *LlMADS* genes are highlighted in other colors.

**Figure 3:**
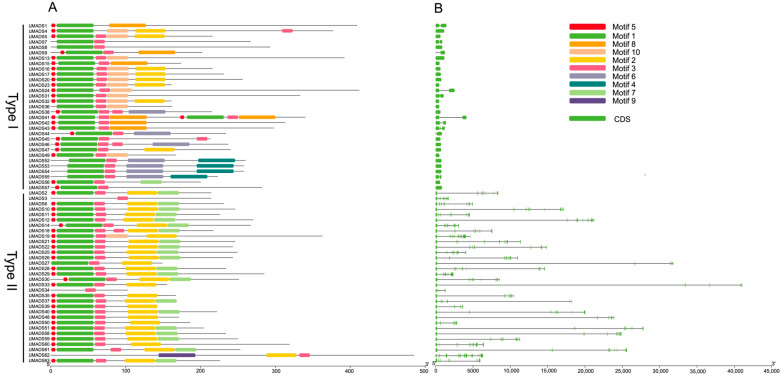
Conserved motifs and gene structure of *LIMADS* genes. (**A**) Conserved motifs contained in each *LIMADS* gene. Different motifs are represented by different colors. (**B**) Gene structure of each *LIMADS* gene. Exons are represented by green boxes and introns are represented by gray lines.

**Figure 4:**
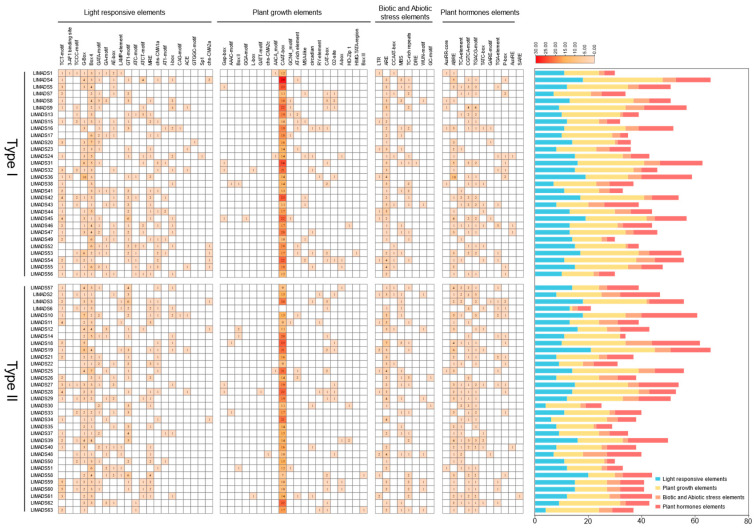
Putative *cis*-regulatory elements in promoter regions (2000 bp upstream of transcription start site) of *LlMADS* genes.

**Figure 5:**
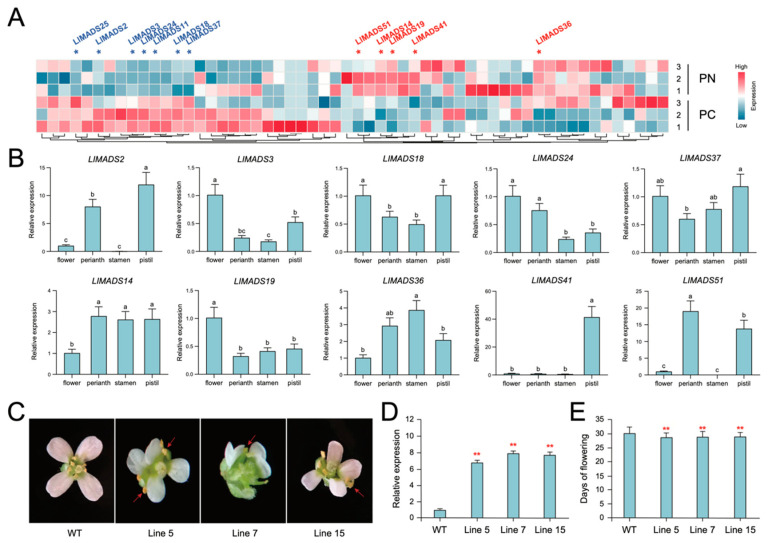
Expression profiles of *LlMADS* genes between different types and parts of *L. littorea* flowers and flower morphology changes in *Arabidopsis* upon overexpression of *LlMADS37*. (**A**) Heatmap illustrating expression profiles of *LlMADS* genes between two types of *L. littorea* flowers: flowers with stigmas covered by petals before blooming (PC) and those not covered by petals (PN). (**B**) Expression profiles of 10 *LlMADS* genes in different parts of *L. littorea* flower by qRT-PCR. Different lowercase letters represent significantly statistical differences (*p*-value < 0.05) in expression levels by ordinary one-way ANOVA. (**C**) Flower phenotypes of wild-type (WT) and *OX-LlMADS37* transgenic lines of *Arabidopsis*. Red arrows mark the morphological changes in flowers (**D**) Relative expression of *LlMADS37* in WT and *OX-LlMADS37* transgenic lines by qRT-PCR. (**E**) Days from germination to flowering in WT and *OX-LlMADS37* transgenic lines. For panels (**D**,**E**), ** represents significant difference between transgenic lines and WT at *p*-value < 0.01 level (Wilcoxon test).

**Figure 6:**
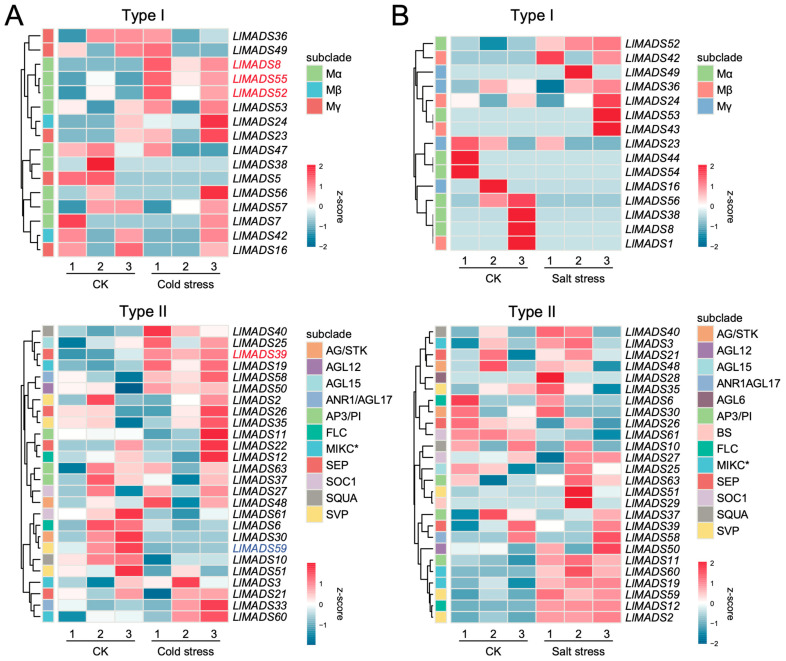
Expression profiles of *LlMADS* genes in response to cold and hyper-salinity stress. (**A**) Heatmap illustrating expression profiles of Type I (upper) and II *LlMADS* genes (lower) in plants grown under control (CK) and cold stress condition. (**B**) Heatmap showing expression levels of Type I (upper) and II *LlMADS* genes (lower) upon CK and hyper-salinity stress.

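In the leaf counts behind panel B, 42 of the *LlMADS* genes had at least 1 count in any library, and the genes drawn in the heatmap, read by eye, are these without *LlMADS62*. Scaled values hide how many reads lie behind each gene. Counts summed over the 6 libraries ranged from 1 to 10851 among the drawn genes. For 31 of the drawn genes the sum was under 60 counts, and for 15 of them it was between 1 and 3 counts. Of the drawn genes, 9 passed the low-count filter. A single count was worth between 0.0483 and 0.0645 CPM, depending on the library. Libraries of this depth and spread were simulated, with a 4-fold change in 200 genes at each mean count, and fitted in edgeR without the filter. The change passed the thresholds for 11% of genes at a mean of 2 counts, 47% at 5 and 88.5% at 10. Few of the simulated genes were changed, while 63.5% of genes had an adjusted p under 0.05 in the real fit without the filter. The adjustment was therefore stricter in the simulation, and these shares may be too low for the real fit.

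**Figure D3:**
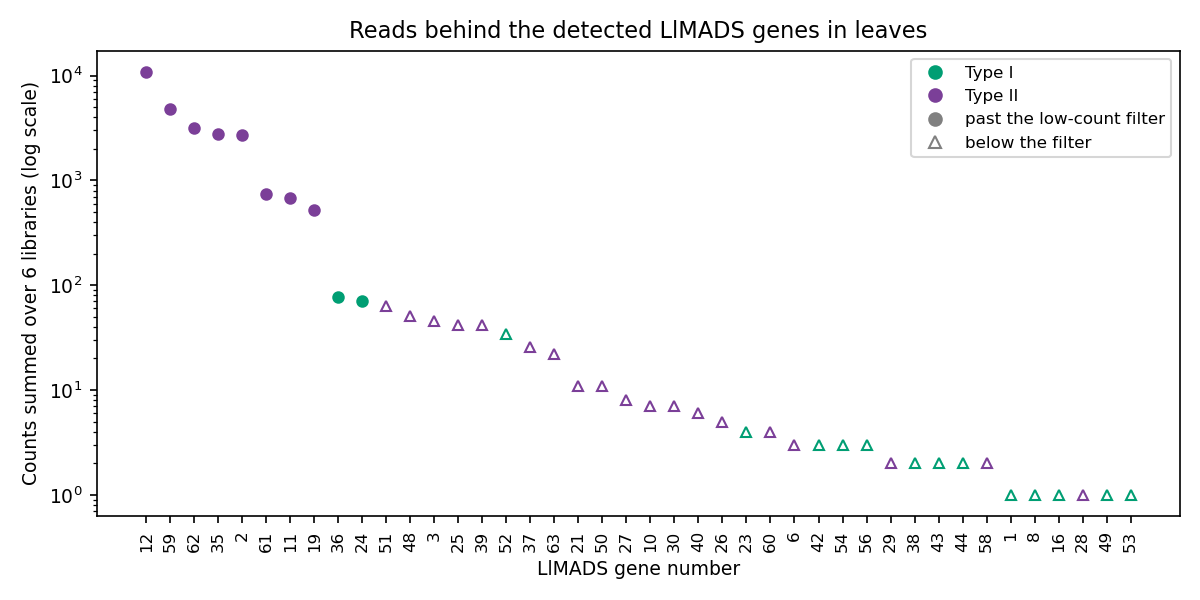
Counts summed over the 6 leaf libraries (log axis) for the 42 detected *LlMADS* genes, ordered by their sum and colored by type. Filled circles passed the low-count filter and open triangles did not, and the sums run from 10851 for *LlMADS12* down to 1.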

**Figure 7:**
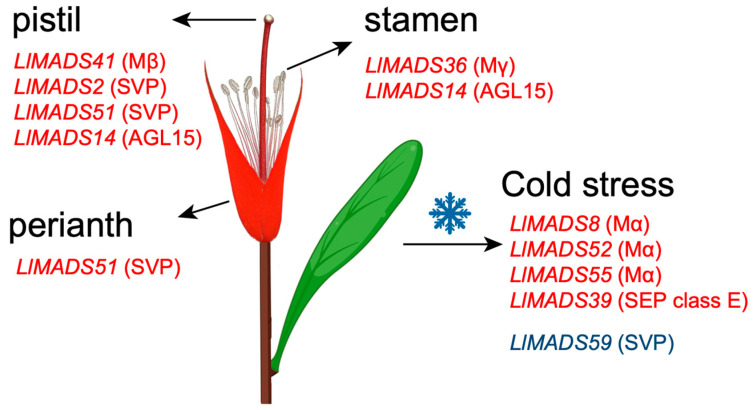
Schematic figure illustrating the *LlMADS* genes associated with flower development and stress response of *L. littorea*. *LlMADS* genes of upregulation are presented in red, while those of downregulation are presented in blue. Subgroups that these genes belong to are presented in parentheses.

## Data Availability

The transcriptome sequencing data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with the accession number: GSE283552.

## Supplementary Materials

The supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26041680/s1.

# Supplementary material for: Genome-Wide Investigation of MADS-Box Genes in Flower Development and Environmental Acclimation of Lumnitzera littorea (Jack) Voigt
**Source:** Int J Mol Sci. 2025 Feb 16;26(4):1680. doi: 10.3390/ijms26041680
**Supplement:** Supplementary file 1

Table S1. Features of *LIMADS* genes

| Gene ID         | Locus ID in genome  | Chr | Strand | AA_length | pI    | MW(KDa) | type    | pfam             |
|-----------------|---------------------|-----|--------|-----------|-------|---------|---------|------------------|
| <i>LIMADS1</i>  | evm.model.78.136    | 1   | -      | 409       | 7.78  | 45.92   | type I  | PF00319          |
| <i>LIMADS2</i>  | evm.model.64453.514 | 1   | -      | 214       | 8.89  | 24.10   | type II | PF00319, PF01486 |
| <i>LIMADS3</i>  | evm.model.5.364     | 2   | +      | 214       | 5.11  | 24.14   | type II | PF00319          |
| <i>LIMADS4</i>  | evm.model.8.136     | 2   | +      | 377       | 6.37  | 42.84   | type I  | PF00319          |
| <i>LIMADS5</i>  | evm.model.96.195    | 2   | -      | 216       | 9.23  | 24.73   | type I  | PF00319          |
| <i>LIMADS6</i>  | evm.model.64482.246 | 2   | -      | 231       | 10.13 | 26.67   | type II | PF00319, PF01486 |
| <i>LIMADS7</i>  | evm.model.98.150    | 2   | +      | 267       | 5.15  | 29.94   | type I  | PF00319          |
| <i>LIMADS8</i>  | evm.model.98.152    | 2   | +      | 293       | 4.26  | 32.59   | type I  | PF00319          |
| <i>LIMADS9</i>  | evm.model.98.231    | 2   | +      | 202       | 6.64  | 22.89   | type I  | PF00319          |
| <i>LIMADS10</i> | evm.model.32.392    | 2   | -      | 246       | 9.54  | 27.93   | type II | PF00319, PF01486 |
| <i>LIMADS11</i> | evm.model.7.87      | 3   | +      | 226       | 9.31  | 26.58   | type II | PF00319, PF01486 |
| <i>LIMADS12</i> | evm.model.7.597     | 3   | +      | 270       | 8.06  | 30.23   | type II | PF00319, PF01486 |
| <i>LIMADS13</i> | evm.model.7.1179    | 3   | +      | 392       | 5.33  | 43.28   | type I  | PF00319          |
| <i>LIMADS14</i> | evm.model.64489.14  | 3   | -      | 267       | 8.05  | 30.39   | type II | PF00319, PF01486 |
| <i>LIMADS15</i> | evm.model.64427.217 | 3   | -      | 174       | 9.85  | 19.71   | type I  | PF00319          |
| <i>LIMADS16</i> | evm.model.77.18     | 4   | -      | 216       | 8.59  | 24.87   | type I  | PF00319          |
| <i>LIMADS17</i> | evm.model.71.43     | 4   | -      | 231       | 9.79  | 26.86   | type I  | PF00319          |
| <i>LIMADS18</i> | evm.model.64468.254 | 4   | -      | 217       | 6.75  | 24.65   | type II | PF00319, PF01486 |
| <i>LIMADS19</i> | evm.model.57.82     | 4   | -      | 363       | 6.9   | 41.17   | type II | PF00319          |
| <i>LIMADS20</i> | evm.model.1.393     | 5   | +      | 256       | 9.41  | 29.23   | type I  | PF00319          |
| <i>LIMADS21</i> | evm.model.1.264     | 5   | -      | 246       | 8.59  | 28.04   | type II | PF00319, PF01486 |
| <i>LIMADS22</i> | evm.model.59.3      | 5   | +      | 243       | 8.86  | 27.74   | type II | PF00319, PF01486 |
| <i>LIMADS23</i> | evm.model.37.67     | 5   | -      | 161       | 9.9   | 18.67   | type I  | PF00319          |
| <i>LIMADS24</i> | evm.model.99.279    | 5   | -      | 412       | 6.54  | 46.65   | type I  | PF00319          |
| <i>LIMADS25</i> | evm.model.64481.35  | 6   | +      | 249       | 8.57  | 28.49   | type II | PF00319, PF01486 |
| <i>LIMADS26</i> | evm.model.14.1042   | 6   | -      | 243       | 8.81  | 27.93   | type II | PF00319, PF01486 |
| <i>LIMADS27</i> | evm.model.64419.2   | 8   | +      | 149       | 9.25  | 17.36   | type II | PF00319, PF01486 |
| <i>LIMADS28</i> | evm.model.64419.1   | 8   | -      | 234       | 8.99  | 27.07   | type II | PF00319, PF01486 |
| <i>LIMADS29</i> | evm.model.11.362    | 8   | +      | 285       | 6.55  | 33.32   | type II | PF00319, PF01486 |
| <i>LIMADS30</i> | evm.model.80.56     | 8   | +      | 251       | 8.69  | 28.54   | type II | PF00319, PF01486 |
| <i>LIMADS31</i> | evm.model.4.347     | 9   | -      | 333       | 4.93  | 35.79   | type I  | PF00319          |
| <i>LIMADS32</i> | evm.model.64302.39  | 9   | -      | 161       | 10.13 | 18.62   | type I  | PF00319          |
| <i>LIMADS33</i> | evm.model.76.192    | 9   | -      | 155       | 9.91  | 17.92   | type II | PF00319, PF01486 |
| <i>LIMADS34</i> | evm.model.64440.66  | 9   | +      | 103       | 10.63 | 12.11   | type II | PF00319          |
| <i>LIMADS35</i> | evm.model.81.131    | 9   | -      | 167       | 9.9   | 19.41   | type II | PF00319, PF01486 |
| <i>LIMADS36</i> | evm.model.6.767     | 10  | +      | 162       | 8.65  | 18.74   | type I  | PF00319          |
| <i>LIMADS37</i> | evm.model.6.807     | 10  | -      | 227       | 9.2   | 26.67   | type II | PF00319, PF01486 |
| <i>LIMADS38</i> | evm.model.64469.127 | 10  | -      | 215       | 6.6   | 24.72   | type I  | PF00319          |
| <i>LIMADS39</i> | evm.model.9.30      | 11  | +      | 142       | 9.85  | 16.57   | type II | PF00319, PF01486 |
| <i>LIMADS40</i> | evm.model.9.33      | 11  | +      | 222       | 8.81  | 25.70   | type II | PF00319, PF01486 |
| <i>LIMADS41</i> | evm.model.9.203     | 11  | +      | 340       | 9.31  | 38.65   | type I  | PF00319          |

|                 |                     |    |   |     |      |       |         |                  |
|-----------------|---------------------|----|---|-----|------|-------|---------|------------------|
| <i>LIMADS42</i> | evm.model.9.204     | 11 | + | 313 | 6.4  | 35.82 | type I  | PF00319          |
| <i>LIMADS43</i> | evm.model.9.205     | 11 | + | 298 | 7.11 | 34.35 | type I  | PF00319          |
| <i>LIMADS44</i> | evm.model.9.249     | 11 | - | 234 | 8.94 | 26.04 | type I  | PF00319          |
| <i>LIMADS45</i> | evm.model.9.250     | 11 | - | 213 | 6.11 | 24.70 | type I  | PF00319          |
| <i>LIMADS46</i> | evm.model.9.251     | 11 | - | 237 | 9.86 | 26.62 | type I  | PF00319          |
| <i>LIMADS47</i> | evm.model.9.252     | 11 | - | 240 | 9.08 | 27.23 | type I  | PF00319          |
| <i>LIMADS48</i> | evm.model.64477.219 | 11 | - | 171 | 9.6  | 19.98 | type II | PF00319, PF01486 |
| <i>LIMADS49</i> | evm.model.64254.9   | 11 | + | 167 | 8.56 | 18.71 | type I  | PF00319          |
| <i>LIMADS50</i> | evm.model.64464.116 | 11 | - | 186 | 8.86 | 21.21 | type II | PF00319, PF01486 |
| <i>LIMADS51</i> | evm.model.40.343    | 11 | + | 204 | 9.38 | 23.24 | type II | PF00319, PF01486 |
| <i>LIMADS52</i> | evm.model.2.494     | 11 | - | 260 | 5.08 | 29.47 | type I  | PF00319          |
| <i>LIMADS53</i> | evm.model.2.495     | 11 | - | 258 | 4.88 | 28.91 | type I  | PF00319          |
| <i>LIMADS54</i> | evm.model.2.496     | 11 | - | 258 | 4.93 | 29.10 | type I  | PF00319          |
| <i>LIMADS55</i> | evm.model.2.497     | 11 | - | 223 | 4.82 | 25.01 | type I  | PF00319          |
| <i>LIMADS56</i> | evm.model.39.19     | 11 | + | 200 | 9.61 | 22.75 | type I  | PF00319          |
| <i>LIMADS57</i> | evm.model.39.14     | 11 | + | 282 | 9.3  | 31.23 | type I  | PF00319          |
| <i>LIMADS58</i> | evm.model.3.1210    | 12 | - | 234 | 9.35 | 27.01 | type II | PF00319, PF01486 |
| <i>LIMADS59</i> | evm.model.3.1246    | 12 | - | 250 | 7.63 | 28.34 | type II | PF00319, PF01486 |
| <i>LIMADS60</i> | evm.model.64455.124 | 12 | - | 319 | 5.32 | 36.30 | type II | PF00319          |
| <i>LIMADS61</i> | evm.model.42.185    | 12 | + | 253 | 9.14 | 28.88 | type II | PF00319, PF01486 |
| <i>LIMADS62</i> | evm.model.64485.19  | 12 | + | 164 | 9.18 | 19.32 | type II | PF00319, PF01486 |
| <i>LIMADS63</i> | evm.model.64485.170 | 12 | + | 226 | 8.72 | 26.57 | type II | PF00319, PF01486 |

---

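The locus IDs listed for the 63 *LlMADS* genes are the names of the gene models in the deposited leaf counts, and each of them was found there. Type is the division of the family into Type I and Type II (MIKC) genes. Of the 31 Type I genes, 15 had at least 1 count in the CK and salt stress leaf libraries, against 27 of the 32 Type II genes (two-sided Fisher's exact test, p = 0.0033). The difference held when genes were required to reach a CPM of at least 1 in at least 3 libraries. Then 0 Type I and 8 Type II genes remained (Fisher's exact test, p = 0.00475). With a mean count of at least 10 required, 2 Type I and 9 Type II genes remained, and the p was larger (Fisher's exact test, p = 0.0433). The multi-mapping setting of the counting is not named, so counts of near-identical gene copies are uncertain here too. A gene with 0 counts may still be expressed below the limit that 3 counts set, between 0.145 and 0.194 CPM per library, which covers counting error only. The table gives chromosome and strand but no start and end, so no positions on the chromosomes are given here.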

MW, molecular weight. pI, isoelectric point.

Table S2. Sequences of PCR primers used in this study

| Primers     | Primer sequences (5'-3')       |
|-------------|--------------------------------|
| LIMADS2-F   | TCCTCCAGGATGCAAGAC             |
| LIMADS2-R   | CTCCCTTTATCCGTCTCA             |
| LIMADS3-F   | CAATGAGTTATCGGTGTTAT           |
| LIMADS3-R   | TCTTTATCTCCAATGTCCC            |
| LIMADS14-F  | GGGTAGAGGAAGAGGGA              |
| LIMADS14-R  | GCACTAGAGTATTCATAAAGC          |
| LIMADS18-F  | GAGGATGCCCAGAGTAA              |
| LIMADS18-R  | ATTCAAGCAAGCCAAAT              |
| LIMADS19-F  | GTTTGCTCAATTAACTCCA            |
| LIMADS19-R  | AGTCTTCCATCTGCCTAA             |
| LIMADS24-F  | CGGACAACATACGAGAAA             |
| LIMADS24-R  | TCACTACCATCAGGACCAT            |
| LIMADS35-F  | AAGTCACCTTCTCCAAACGT           |
| LIMADS35-R  | TCTTCTCCTCTCATCTGCCT           |
| LIMADS36-F  | GAGATAAGTGCCCTATGC             |
| LIMADS36-R  | CGAGCCTTACTGATTCTAC            |
| LIMADS37-F  | TGGGTCGTGGTAAGATTGAG           |
| LIMADS37-R  | ACCTTAGCATCGCAAAGA             |
| LIMADS41-F  | GAGTGCAAGAACAACAACCA           |
| LIMADS41-R  | AACGTCTGAGAGCCCCAAA            |
| LIMADS51-F  | AAGGCTACCCTTGGTCC              |
| LIMADS51-R  | GGGCACTGATTTTCGTT              |
| LIMADS63-F  | ATCTTTGGAGCACTCATT             |
| LIMADS63-R  | TTTTCTTGTATCAATCTGA            |
| LIMADS37-FP | GGAATTCATGGGTCGTGGTAAGATTGAGAT |
| LIMADS37-RP | TCCCCCGGGTTAATCGAGGCGCATATCGG  |
| U6-F        | ACATCCGATAAAATTGGAACGA         |
| U6-R        | TTTTTTTGGACCATTCTCGAT          |

Table S3. *LIMADS* genes positively correlated with the phenotype of PC

| Genes           | Correlation coefficients |
|-----------------|--------------------------|
| <i>LIMADS11</i> | 0.94                     |
| <i>LIMADS18</i> | 0.95                     |
| <i>LIMADS25</i> | 0.87                     |
| <i>LIMADS28</i> | 0.93                     |
| <i>LIMADS37</i> | 0.98                     |

Table S4. *LIMADS* genes positively correlated with the phenotype of PN

| Genes           | Correlation coefficients |
|-----------------|--------------------------|
| <i>LIMADS19</i> | 0.94                     |
| <i>LIMADS36</i> | 0.89                     |

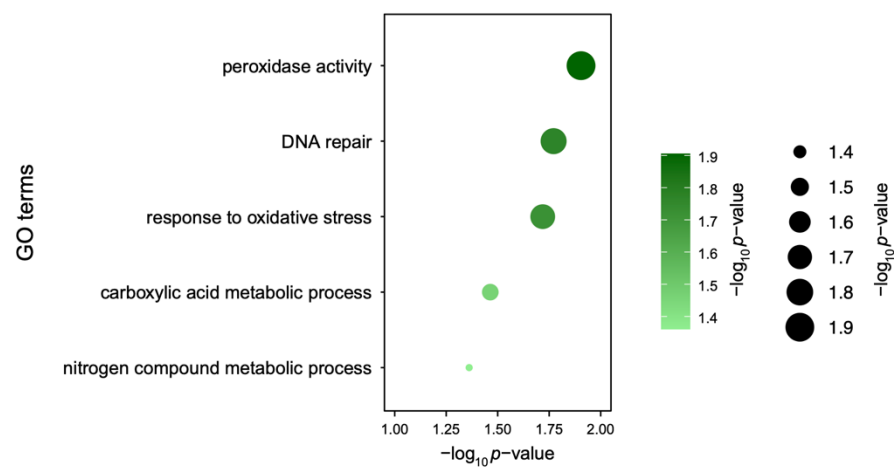

Figure S1. Representative Gene Ontology (GO) terms enriched for the genes of the “green” module, which is positive correlated with the response of *L. littorea* to chilling stress.

How the deposited data were processed for this re-analysis (not part of the article)

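Leaf transcriptomes of *L. littorea* seedlings were measured in 3 CK libraries and 3 libraries of seedlings treated with 400 mM NaCl for 3 days. Conditions and replicate numbers were taken from the sample labels, which match the groups in the paper's methods. Cold stress and flower libraries were not analysed here.

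The authors checked the reads with FastQC, aligned them with HISAT2 to the *L. littorea* genome the paper cites and counted reads per gene model with featureCounts, in the versions given in the methods. The deposited values are raw counts, 1 column per library, without normalization. Strand, multi-mapping and read-pair settings are not given in the sources used here. Every column was assigned to a library (0 were left unassigned), and 0 gene models lacked a name. No reference genome or annotation was used here, so gene length and GC content could not be examined and genes are given by the names of the gene models. *LlMADS* names, chromosomes and types come from Table S1, and the genes drawn in Fig. 6B were read by eye for a description only.

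From the deposited counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16: filterByExpr with its default minimum count of 10, TMM scaling, a robust quasi-likelihood fit on condition alone and Benjamini-Hochberg adjustment over all tested genes. The thresholds were those of the paper, an absolute log2 fold change above 1 with an adjusted p under 0.05. CPM values are scaled by TMM. Intervals of 95% combine the estimate with its standard error from the fit. The family was tested as a set with camera (correlation 0.01, on log2 CPM with a prior count of 2) and fry in limma 3.58.1, and shares were compared by two-sided Fisher's exact tests. Floors are 3 counts per library. Floors cover counting error only.

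The alternatives were size factors by median of ratios, upper-quartile scaling and total counts alone, no low-count filter or a mean count of at least 10, DESeq2 1.42.0 (the paper names a later version), limma voom, edgeR's glmTreat, the replicate number as a block, and each library left out in turn. Fits with an assumed coefficient of variation of 0.1, 0.2 or 0.4, with counts thinned to 16273192 per library, and with scaling that left out the 100 most abundant genes were added after seeing the data.

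The genes named are the *LlMADS* genes the paper names for stress, together with *LlMADS37*; every *LlMADS* gene with an unadjusted p under 0.05, an adjusted p under 0.05 in any alternative, or, among those tested, no overlap between the groups; the 3 most abundant *LlMADS* genes; and the 2 highest and 2 lowest log2 fold changes among all genes past the thresholds with a mean CPM of at least 5 and no overlap. The heatmap of Fig. 6B had been seen when this rule was written.

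The fits were tested on counts simulated from the means and library sizes of salt stress against CK, over 18073 genes. Calls were made on the adjusted p alone. edgeR called 189 of 197 changed genes (95.9%), and 7.8% of its calls were unchanged genes. That is above the nominal level of the adjustment, but it rests on 16 genes in a single simulation. DESeq2 called 90.5% of the changed genes, and 1.63% of its calls were unchanged genes. Only 200 genes were changed, far fewer than in the real data, so these shares do not carry over to the genes past the thresholds. Figures were drawn with matplotlib.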

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

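The tests with thinned counts, of the shift by the composition factors and with an assumed spread, and those on genes counted in salt stress libraries only, were chosen after the results had been seen, and the other scalings, the libraries left out and the splits were read as tests of these explanations only then. No outlier test was run within groups of 3 libraries.

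The paper reports on *LlMADS* genes and gives no count for the whole transcriptome under salt stress, where 3482 genes passed the thresholds in edgeR. Library size is argued against as the cause, since 96.6% of these genes were also called after every library had been thinned to the same total. Scaling is argued against as the whole cause, since 90.3% were also called with total counts alone, although that scaling moved the split between higher and lower genes. A few abundant genes setting the scale are argued against, since the difference in composition moves every gene by the same -0.18 on the log2 scale, less than the threshold, and genes were called in both directions with and without this shift. The spread between libraries stays open: if seedlings varied with a coefficient of variation of 0.4, 67.1% of the genes would still be called, but the true spread between seedlings is not known. The groups part on the first principal component, which holds 92.7% of the variance. Neither the sample labels nor the paper's text names a batch. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one. So few splits cannot give a share under 0.1, so this count cannot exclude chance. A response to salt stress is the open biological explanation.

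In data the paper does not discuss, 30 genes had 0 counts in every CK library and at least 20 counts in every salt stress library, while 0 genes showed the reverse. With at most 1 count allowed in each library of the lower group, the numbers were 52 and 5. None of the 30 is a *LlMADS* gene. Gene model 60 on scaffold 64321 had 748, 636 and 654 counts in the salt stress libraries and was at least 237-fold higher than the floor of 3 counts per CK library, and gene model 410 on scaffold 9 was at least 160-fold higher. Among genes that fell, gene model 23 on scaffold 36 had 2, 0 and 2 counts in the salt stress libraries, and its normalized counts were 855-fold lower than in CK (exact 95% interval 334 to 3140, edgeR adjusted p = 5.09e-37). Gene model 2 on scaffold 64188 had 3, 2 and 3 counts there and was 67.6-fold lower (exact 95% interval 34.1 to 157, edgeR adjusted p = 1.23e-23). These intervals cover counting error only. Counting noise is argued against, since it would not leave 0 counts in every CK library beside at least 20 in every salt stress library. All 30 genes lay at least 8.3-fold above the floor that counting error sets in CK. The rule that picked them fixes most of that distance. Counting noise would also give as many genes in both directions (30 against 0, two-sided exact binomial test, p = 1.86e-09). That test uses the counts that picked out the pattern and treats genes as independent, so it adds little. Gene content that differs between single seedlings would also give genes on in 1 library and off in another of the same group, and 0 such genes were found. This test assumes that each library is another seedling. That is read from the paper's wording, RNA from each treated individual, and the paper does not state it for each library. Sequence of another organism in the assembly is argued against, since on the scaffolds of these genes a median of 83.4% of the other gene models was detected in CK, against 80.3% of all gene models. Reads shared between gene copies were not tested for these genes. Induction by salt stress is the open biological explanation.

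*LlMADS62* was detected but is not drawn in Fig. 6B, and its log2 fold change was -0.46 in edgeR, lower in all 3 salt stress libraries than in all 3 CK libraries. Scaling is argued against as the cause, since the value closest to 0 under the other scalings was -0.45, with an adjusted p under 0.05 in each. A single deviating library is argued against, since the value closest to 0 with 1 library left out was -0.43, again with an adjusted p under 0.05 each time. The spread stays open: with a coefficient of variation of 0.2 for every gene the adjusted p was 0.14, and over all alternatives it ranged from 5.5e-11 to 0.79. Gene length and GC content were not examined. A response to salt stress stays open.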

How the results depend on the processing

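The scalings, filters, tools, the block and the libraries left out were fixed before the data were examined. The fits with an assumed coefficient of variation, with thinned counts and with scaling that left out the most abundant genes were added afterwards.

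The number of *LlMADS* genes past the thresholds was 0 in every fit except edgeR without the low-count filter, where it was 1. This gene, *LlMADS52*, is below the filter and is not tested with it. Testing more genes is not the whole reason, since DESeq2 tested the same 42 *LlMADS* genes and called 0. Over all fits the genes higher in salt stress numbered between 1585 and 2759 and the lower ones between 752 and 1816. The lowest lower counts were 752, with a coefficient of variation of 0.4 assumed for every gene, and 848 with glmTreat, which tests against a 2-fold change. Total counts alone gave 50.5% of the genes past the thresholds as higher, against 63% with TMM, and moved the median log2 fold change of all genes to -0.18. This shift follows from leaving out the TMM factors, whose mean differed by -0.18 on the log2 scale between salt stress and CK.

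The number of *LlMADS* genes with an adjusted p under 0.05 was 7, between 6 and 8 in the fits with an estimated spread, 3 with a coefficient of variation of 0.2 assumed and 0 with 0.4. Intervals within a 2-fold change, 9 of 10 genes, fell to 5 and 1 in the same fits. In the fits with an estimated spread the number lay between 6 and 10, with 7 in DESeq2, where 42 genes were tested. With 1 library left out it lay between 6 and 8, the lowest without salt stress replicate 1, where 11 genes were tested. The fits with an assumed coefficient of variation use a wider spread than the measured one by construction. The odds ratio of *LlMADS* genes among called genes was 0 (Fisher's exact test, p = 0.226, the lowest that 0 of 10 genes allows), and the p was 0.00264 without the filter (odds ratio 0.10) and 0.000399 in DESeq2 (odds ratio 0), where 42 *LlMADS* genes are tested. Since 32 of these are below the filter, low counts keep most of them from passing the thresholds whatever their change, and these p-values do not compare the response of the family with that of other genes. The family median of 0.25 was 0.08 with total counts, by the same shift, and between 0.22 and 0.44 with 1 library left out, the highest without salt stress replicate 1. It had a p of 0.272 with camera and of 0.000534 with fry, both in limma.

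*LlMADS35*, at 0.01 (standard error 0.072), is the only named gene whose sign changed: -0.033 with upper-quartile scaling, -0.17 with total counts, -0.0045 without the filter, -0.0086 with thinned counts and between -0.049 and 0.062 with 1 library left out, below 0 without CK replicate 1 and without salt stress replicate 1. Upper-quartile scaling moved the median of all genes to -0.044 and total counts to -0.18, so these values follow the scaling, and the others lie within 1 standard error of the estimate. No direction is read for this gene. *LlMADS19* lost its adjusted p under 0.05 with total counts, in DESeq2 and without CK replicate 3 (0.0691). *LlMADS52* was past the thresholds without the filter and not in DESeq2.

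Of the 63 genes, 8 reached a CPM of at least 1 in at least 3 libraries and 11 a mean of 10 counts. Leaving out 1 library left between 39 and 41 detected.

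The replicate numbers did not pair the libraries: the deviations of same-numbered libraries correlated by 0.0351, -0.0236 and 0.0093. A fit with the replicate number as a block gave 2194 higher and 1297 lower genes and 7 *LlMADS* genes with an adjusted p under 0.05, none of them past the fold-change threshold.

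Of the 10 splits of the libraries, only the real one gave 7 *LlMADS* genes with an adjusted p under 0.05, and every other split gave 0. A camera p as small as that of the real split came from 4 splits, the real one among them. Chance cannot be excluded by these counts, since 10 splits allow no share under 0.1. For the *LlMADS* genes past the thresholds the count is fixed at 10 of 10, because the real split gives 0, and for the Fisher test it is fixed at 1, because no other split called any gene, so neither bears on chance. Depth limits the genes below the filter. A simulated 4-fold change at a mean of 5 counts was called for 47% of genes. Far fewer genes were changed there than in the real data, so this share may be too low.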

Differences from the paper's values

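At the paper's thresholds, the number of *LlMADS* genes found differentially expressed under salt stress matches the paper in edgeR with the low-count filter, in DESeq2 and in limma voom. Without the filter, edgeR called 1 gene, *LlMADS52*. On the adjusted p alone, 7 of 10 tested genes would be called, a criterion the paper does not use.

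The heatmap of Fig. 6B, read by eye, shows about 41 genes, against 42 with at least 1 count. The detected gene that is not drawn is *LlMADS62*.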

Other observations

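The tests on the spread within groups were chosen after the results had been seen. Those on neighbouring gene models were written down before they were run.

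The libraries of a group varied little, with a common biological coefficient of variation of 3.6%. A library deposited more than once is argued against, since the closest pair still had a chi-square per degree of freedom of 1.67. Read mates counted separately would make most counts even, and at most 51.3% of the counts of at least 10 and under 200 were even in a library. Libraries of a group made from shared RNA cannot be told apart from uniform seedlings, since the design gives no technical repeats to set the 3.6% against. Salt stress replicate 3 differed from the other salt stress replicates mostly at genes with at least 5000 counts in a pair of libraries, with a chi-square per degree of freedom of 24.6 and 19.9, against 4.02 between salt stress replicates 1 and 2.

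Hypothesis: neighbouring gene models change together under salt stress. Across genes, the log2 fold changes of consecutive gene models correlated with a Pearson r of 0.169 and a Spearman rho of 0.147 over 9655 pairs. In 1000 permutations of the genes within their scaffolds r stayed between 0.00353 and 0.0654, so p was 0.001, the smallest these permutations can give (0.0025 after Benjamini-Hochberg adjustment over 5 distances). These permutations keep a level shared by whole scaffolds. Their r lay above 0 but well below 0.169, so such a level may add a little but is argued against as the whole cause. At a distance of 10 gene models r was -0.00164, over the 8463 pairs on scaffolds long enough to hold them. A shared response of neighbours remains consistent with the r of 0.169, but reads shared between tandem copies and transcripts that run into the next gene were not tested and stay open. Genes are not independent replicates.

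Of the genes the paper names for cold stress, *LlMADS8* had 1 count and *LlMADS55* had 0 in the 6 leaf libraries of the salt experiment. *LlMADS52* had 34 counts, with a log2 fold change of 1.44 without the filter (adjusted p = 0.0413 in edgeR and 0.105 in DESeq2), higher in salt stress as the paper reports for cold stress. *LlMADS39* had 42 counts, with a log2 fold change of 0.07 without the filter (edgeR adjusted p = 0.926). *LlMADS59*, which the paper reports as lower in cold stress, was higher in salt stress, with a log2 fold change of 0.33. These stresses were not compared by a test. *LlMADS37*, which the paper studies in flowers, had 26 counts in these leaves and a log2 fold change of -0.24 without the filter (edgeR adjusted p = 0.783).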
